A study of Mus musculus with 21 samples.

How the data were processed

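Heart tissue RNA was measured by sequencing in 21 male C57BL/6NJ mice. Per the labels, mice aged 8 to 10 weeks were assigned to chow or to a diet with 60% of its energy from fat for 10 weeks, and to an adeno-associated virus carrying renin or a null vector, with collection 6 weeks after injection. The 4 groups held 4 hearts on chow with the null vector (chow control), 6 on chow with renin (chow renin), 6 on the high-fat diet with the null vector (high-fat control) and 5 on the high-fat diet with renin (high-fat renin). Groups and replicate numbers came from the sample labels. The sample labels call the null vector groups no virus, and the series description calls them null vector.

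For each library the authors deposited a transcript table whose columns have the layout of the quantifier salmon; the version, index and options are not stated. Per the file headers and values, the read column holds estimated counts (expected counts, with decimals, not normalized), although its name calls them raw counts. The same deposited tables give TPM, a share of transcripts corrected for effective transcript length. A further deposited table gives a signal per library for 19096 genes. For most of these genes, but not all, the signal is close to gene-level TPM times a single factor per library. The factors ranged from 1.14 to 1.59. Per the file headers, that deposited table also gives a log2 fold change and an adjusted p-value of the authors' own comparison, whose reference group is not stated.

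Each table listed 119215 transcripts, of which 98.0% were matched by identifier to GENCODE M21 on the mouse build GRCm38. Unmatched transcripts held 0.854% to 0.925% of the reads of a library and were left out. Estimated counts were summed to genes and rounded to whole numbers. The tests had been laid out for raw counts, and rounded estimated counts took their place. Of 23718 genes with reads, filterByExpr kept 15216, which held 99.96% of the summed reads. Library totals ranged from 18.7 to 29.3 M estimated reads (mega reads), and intervals drawn from such totals would cover counting error only.

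Differences between groups were tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization (factors 0.886 to 1.09), a single fit with a term per group over all 21 libraries, estimateDisp and glmQLFit with robust estimation, and the quasi-likelihood F test. The common biological coefficient of variation was 0.154. Benjamini-Hochberg adjustment ran over all genes tested, and a gene was called at an adjusted p under 0.05. Standard errors were the absolute log2 fold change divided by the square root of F. The 6 comparisons were each of 3 groups with chow control, high-fat renin with high-fat control, high-fat renin with chow renin, and the interaction, which is the effect of renin on the high-fat diet minus that on chow. Group values are TMM-normalized CPM (cpm of edgeR on counts) as mean ± SD.

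The fit was tested on simulated data. Counts were drawn from the means, dispersions and library sizes of the real genes, with 200 genes raised or lowered by 1 or 2 on the log2 scale in the high-fat renin group. Of those changed genes, tested among 15010 genes, 93.5% were called, 100% with the right sign, and 6.03% of the calls were of unchanged genes. In unchanged counts 0 genes were called in any of the 6 comparisons, and 4.81% of genes had an unadjusted p under 0.05. In a simulation of 9 lists with 20 genes each, the shifted list was called in 4 of 4 comparisons that held the shift, and 0 of the unshifted lists were called. Genes were drawn independently of each other and lists at random, so this does not show the rate of false calls for lists of correlated genes.

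Gene lists for hypertrophy, fibrosis, fatty acid oxidation, oxidative phosphorylation, glucose use, macrophage and inflammation, renin-angiotensin, unfolded protein response, and branched-chain amino acid and ketone use were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, adjusted over 9 lists and 6 comparisons. Marker scores were means of log2 CPM over lists for atrial tissue, adipose tissue, blood, the clock by day and by night, immediate early genes, B lymphocytes, lung and airway, and sex. Scores were compared with chow control by two-sided exact permutation tests. The sex list held Xist and genes of the Y chromosome. Xist was not analysed here, and the lung and airway list had no tested gene. Where several genes had the same symbol, the symbol stayed with the gene of most reads over all libraries, a choice made after the values were seen. A further 11 lists were chosen after the values were seen: central neuron, oligodendrocyte, astrocyte, peripheral neuron, Schwann cell, proliferation, stimulated mesenchymal cell, resident macrophage, a second atrial list, and a nervous and a stimulated list picked from these libraries. Principal components used the 500 genes with the highest variance.

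The comparisons, tests, gene lists, marker lists and most alternatives were chosen before the data were examined. Genes are named by a rule from that time. For each comparison with chow control it takes the 4 largest rises and 4 largest falls among called genes with a mean of at least 50 counts and values that do not overlap between the groups. It takes 3 rises and 3 falls for the other comparisons of a pair of groups, the 6 lowest p-values with a mean of at least 50 counts for the interaction, the members of each gene list with the smallest p-values, and a fixed set of heart genes. Not every gene picked in this way is printed.

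Alternatives were DESeq2 size factors, upper-quartile factors, the DESeq2 1.42.0 Wald test, limma voom with sample quality weights, other count filters, fits of the groups of a comparison alone, fits without robust estimation, a replicate block, loess offsets for GC content and gene length (99.95% of tested genes had a GC value), the atrial or clock score as a covariate, a 1.5-fold test by glmTreat, an adjusted p under 0.01, and leaving out each library in turn. A further 5 alternatives were chosen after seeing the data: effective length offsets, leaving out mitochondrially encoded genes, a mean of at least 20 CPM, thinning all libraries to the smallest depth, and a central nervous score as a covariate. Labels were permuted in 100 splits per comparison, the real one included. The tables were built in Python 3.11.15.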

Results

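RNA from 21 mouse hearts was sequenced, 1 library per heart, in a layout of diet by renin: chow control (n = 4), chow renin (n = 6), high-fat control (n = 6) and high-fat renin (n = 5). Library totals differed by group. They were 19.9 ± 1.32 M (mega) estimated reads (SD, n = 4) in chow control, 25.7 ± 1.25 (n = 6) in chow renin, 24.96 ± 1.26 (n = 6) in high-fat control and 27.3 ± 2.42 (n = 5) in high-fat renin. The highest chow control total, 21.4 M, was below the lowest of the other groups, 22.8 M, so depth and group were confounded for the comparisons with chow control. Mitochondrially encoded genes took 32.9% ± 0.725 (n = 4), 32.6% ± 1.22 (n = 6), 36% ± 1.78 (n = 6) and 33.5% ± 2.27 (n = 5) of reads in the same order.

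The label checks gave no contradiction for sex. Ddx3y ranged from 36.5 to 53.0 CPM, and Ddx3y, Kdm5d, Uty and Eif2s3y had reads in all 21 libraries. Ren1, the endogenous renin gene, had reads in 4 of 21 libraries, at most 5 reads in any of them, so heart counts did not show which animals received renin. Nnt, taken as the gene with more reads of 2 overlapping genes of that name between which reads are uncertain, had reads in all 21 libraries. It measured 181 CPM in high-fat control replicate 6 and 539 to 973 CPM in the other 20, and the sum of both genes was 576 CPM in that library against 635 or more in the others. These counts do not show the strain of that animal. Xist was not analysed here. Across 46 pairs of libraries of the same group, the chi-square of counts per degree of freedom ranged from 3.61 to 57.7, above the value near 1 of a library counted again.

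The first component of the 500 most variable genes held 23.7% of the variance and the second 15.7%. The centroid of chow renin lay 34.4 from that of chow control and 34.5 from that of high-fat renin, in log2 units. High-fat control lay 22.4 from chow control and 21.7 from high-fat renin, less than the mean distance of the libraries of a group to their own centroid, 23.4 to 26.8.

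**Figure D1:**
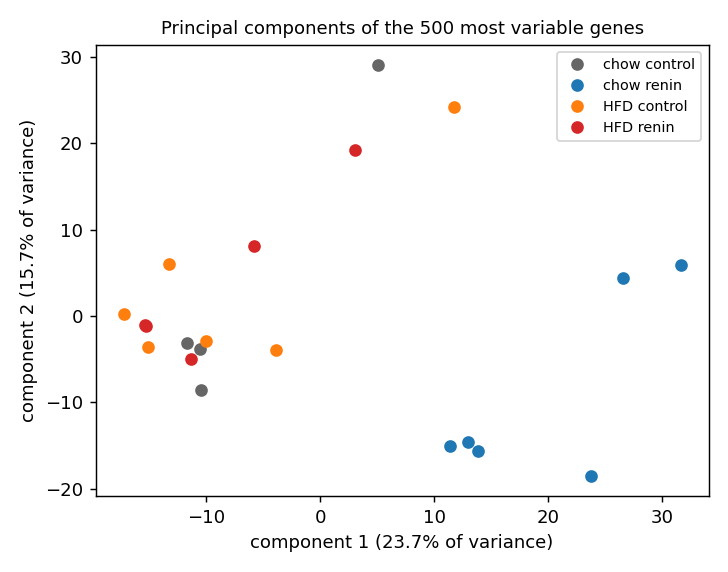
The first 2 principal components of log2 CPM of the 500 most variable genes, 1 point per library, coloured by group. The 6 chow renin libraries lie to the right of the other 15 libraries, apart from 1 high-fat control library that lies among them on the first component. The other groups overlap.

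The comparison of high-fat renin with chow control addresses the combined model. By the edgeR quasi-likelihood F test, 1265 of 15216 genes were called at an adjusted p under 0.05, 617 higher and 648 lower, and 3643 had an unadjusted p under 0.05. The median absolute log2 fold change of the called genes was 0.47. With libraries thinned to the smallest depth, an alternative chosen after seeing the data, 1179 were called, 1099 of them shared. The alternative that moved the count most was the clock score as a covariate: 0 genes were called, and 668 had an unadjusted p under 0.05. Of the variance of that score, 73.7% lay between groups, and its addition raised the standard errors of called genes by a median ratio of 1.86. Leaving out 1 library gave 691, 623 or 566 calls without chow control replicate 1, 2 or 4, and 664, 790 or 686 without high-fat renin replicate 1, 2 or 5.

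Among cardiac stress genes (GRCm38 coordinates), Acta1 (ENSMUSG00000031972, chromosome 8, 123891769 to 123894751) measured 252 ± 122 CPM in chow control, 462 ± 238.7 in chow renin, 108 ± 44.0 in high-fat control and 1617 ± 847 in high-fat renin (SD, n = 4, 6, 6 and 5). Its log2 fold change in high-fat renin against chow control was 2.68 (SE 0.63, edgeR adjusted p 0.0158), with 5 of 5 libraries above all chow control libraries. The adjusted p was 0.0539, 0.0512 or 0.0616 without chow control replicate 1, 2 or 4, and 0.966 with the clock score, where alternatives ranged from 0.000179 to 0.966. Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626) measured 540 ± 160, 1631 ± 895, 377 ± 154 and 2243 ± 1239 CPM in the same order. Its log2 fold change was 2.05 (SE 0.56, edgeR adjusted p 0.0308), and the adjusted p was 0.0675 to 0.102 without chow control replicate 1, 2 or 4 or high-fat renin replicate 1 or 2. Xirp2 (ENSMUSG00000027022, chromosome 2, 67446002 to 67526614) rose from 222 ± 39.8 to 764 ± 357 CPM, a log2 fold change of 1.78 (SE 0.29, edgeR adjusted p 0.00152), with 5 of 5 libraries above all chow control libraries. Myh6 (ENSMUSG00000040752, chromosome 14, 54941921 to 54966927) changed by a log2 fold change of -0.48 (SE 0.08, edgeR adjusted p 0.0011). Nppa and Nppb did not pass, with log2 fold changes of 0.95 (adjusted p 0.443) and 1.09 (adjusted p 0.27). Fibrosis genes Postn and Col8a1 had log2 fold changes of 1.89 (edgeR adjusted p 0.0313) and 1.57 (edgeR adjusted p 0.00133). Postn lost its call without chow control replicate 1, 2 or 4 or high-fat renin replicate 1 or 5 (adjusted p 0.0647 to 0.104). Col1a1 and Col3a1 did not pass, with log2 fold changes of 0.84 (adjusted p 0.137) and 0.87 (adjusted p 0.117).

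**Figure D2:**
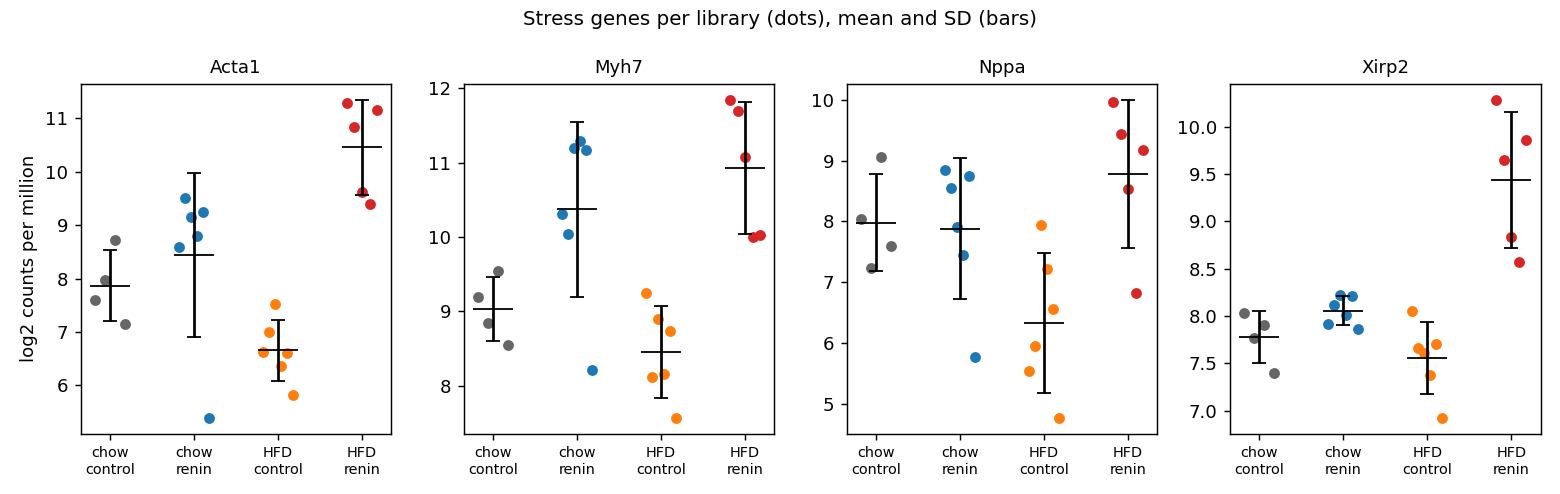
Log2 CPM of Acta1, Myh7, Nppa and Xirp2 per library (points), with group mean and SD (bars). The 5 high-fat renin libraries lie above all others for Xirp2 and above all chow control and high-fat control libraries for Acta1 and Myh7. In chow renin, 1 library lies below the other 5 for Acta1, Myh7 and Nppa.

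The largest rises under the naming rule were Edn3 (ENSMUSG00000027524, chromosome 2, 174760619 to 174784042), from 3.02 ± 1.16 to 28.6 ± 17.8 CPM with a log2 fold change of 3.24 (SE 0.46, edgeR adjusted p 0.000659), and the genes Gm10800, Gm10718 and Gm10721, with log2 fold changes of 3.01, 2.98 and 2.93 (adjusted p 0.0339, 0.0277 and 0.0264). The last 3 share reads with near-identical copies, so their assignment is uncertain. Each lost its call in fits without 1 library, of chow control replicates 1, 2 or 4 or high-fat renin replicates (Gm10800 replicates 1, 2 and 5, Gm10718 replicates 2 and 5, Gm10721 replicate 2), with adjusted p up to 0.109. Among the largest falls were Lrrc4b (ENSMUSG00000047085, chromosome 7, 44429018 to 44463351), with a log2 fold change of -2.14 (SE 0.26, edgeR adjusted p 0.000173), Gm4977, a processed pseudogene, with -1.56 (adjusted p 0.000859), Ccl11 with -1.76 (adjusted p 0.0188) and Nr4a1 with -1.59 (adjusted p 0.0447). Without chow control replicate 1 or high-fat renin replicate 1 or 5, Ccl11 had an adjusted p of 0.051 to 0.0596. Nr4a1 lost its call in 7 fits that each left out 1 library (chow control 1, 2 or 4, high-fat renin 1, 2, 3 or 5), at 0.0693 to 0.136. With the clock score, 0 of the 22 named genes called in this comparison passed, at adjusted p of 0.966 or more.

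The comparison of chow renin with chow control addresses renin alone. By edgeR, 2048 genes were called, 1537 higher and 511 lower, and 3821 had an unadjusted p under 0.05. Of these, 1098 were at least 2-fold higher and 7 at least 2-fold lower. Genes under 20 CPM gave 1416 of the higher calls, and 393 of the lower calls were of genes of at least 20 CPM. With a mean of at least 20 CPM, an alternative chosen after seeing the data, 191 genes were called, and with the central nervous score, chosen in the same way, 42 were called. With the clock score 1172 were called. Fosl1 (ENSMUSG00000024912, chromosome 19, 5447547 to 5455946) rose from 0.800 ± 0.228 to 5.16 ± 0.947 CPM, a log2 fold change of 2.69 (SE 0.23, edgeR adjusted p 9.45e-09). B3gat1, Nrxn3 and Dpp6 had log2 fold changes of 2.63, 2.62 and 2.59 (adjusted p 2.65e-07, 5.17e-07 and 4.26e-07). Gm12671 and Gm10359, processed pseudogenes with near-identical sequence and the same values, fell by 4.28 on the log2 scale (SE 1.30, adjusted p 0.0352), and each lost its call in 8 fits without 1 library (chow control 1, 2 or 4, chow renin 1, 2, 3, 5 or 6), at 0.0512 to 0.081. Tuba4a had a log2 fold change of -0.88 (adjusted p 0.000373) and Fbxl22 one of -0.75 (adjusted p 0.000768). Acta1 did not pass, at 0.87 (adjusted p 0.388), nor did Myh7, at 1.59 (adjusted p 0.0571, 0.0101 without chow renin replicate 6, 0.00385 to 0.404 over its alternatives).

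Transcripts of central neurons, oligodendrocytes and astrocytes were higher in all 6 chow renin libraries. The central neuron score was 2.70 ± 0.31 (n = 6) against 0.73 ± 0.06 in chow control (n = 4), a difference of 1.97 on the log2 scale (exact permutation p 0.00476, the smallest the design allows, adjusted p 0.0196). Oligodendrocyte and astrocyte scores differed by 1.88 and 1.99 (each exact p 0.00476, adjusted p 0.0196). In the same comparison the Schwann cell score differed by 0.78, the proliferation score by 1.41, the stimulated mesenchymal cell score by 1.04 (each exact p 0.00476, adjusted p 0.0196), the peripheral neuron score by -0.13 (exact p 0.362, adjusted p 0.519) and the resident macrophage score by -0.24 (exact p 0.0952, adjusted p 0.21). These lists were chosen after the values were seen. Nervous-tissue and stimulated mesenchymal cell transcripts were elevated in every chow renin library. This limits what the comparisons that include chow renin, and the interaction, show about the heart.

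**Figure D3:**
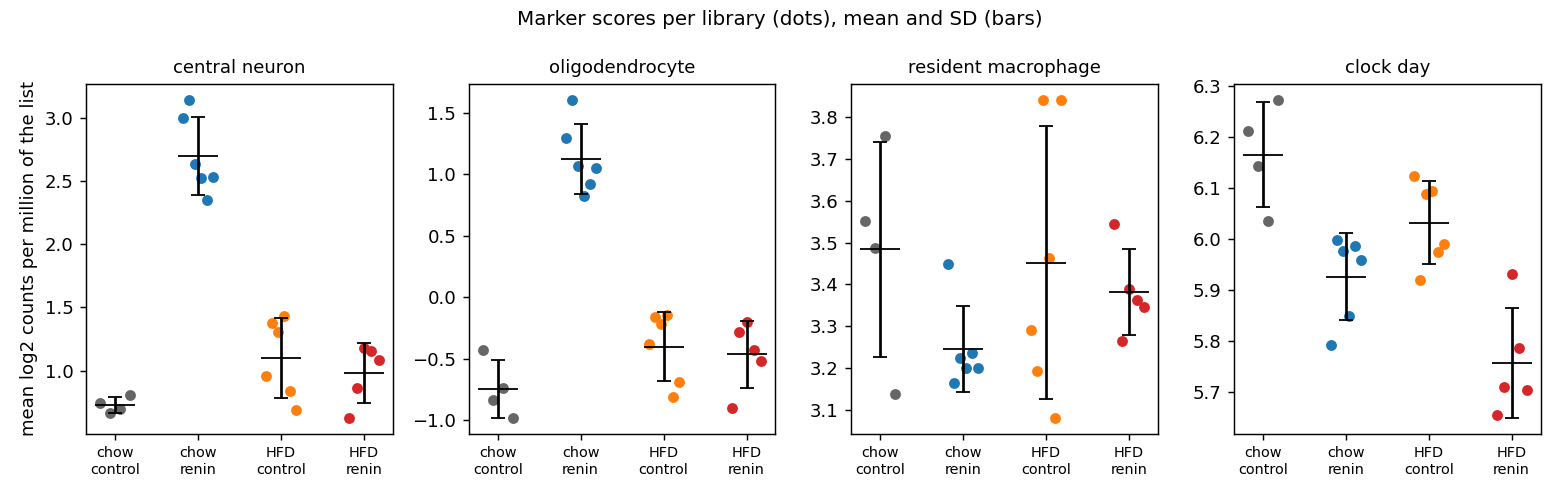
Scores per library (points; mean log2 CPM over each list) for central neuron, oligodendrocyte, resident macrophage and clock day lists, with group mean and SD (bars). The 6 chow renin libraries lie above all 15 others for the central neuron and oligodendrocyte lists.

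The comparison of high-fat control with chow control addresses the diet alone. By edgeR, 10 genes were called, 2 higher and 8 lower, and 1668 had an unadjusted p under 0.05. Among 100 splits of these libraries, 6, the real one included, gave as many calls; the other 5 kept 13, 13, 15, 17 and 19 of 21 libraries in their group. The calls were Tnfaip2, Dusp5, Hk1, Zfp35, mt-Nd3, Gm13464, Gm6548, Gm5845, Gm4977 and AC124512.1, of which 5, 50% of the calls against 3.78% of tested genes, were processed pseudogenes, whose assigned reads are uncertain because they resemble other genes. Tnfaip2, Gm13464 and Gm5845 lie outside the naming rule and were named after their values were seen. Between the separate libraries of high-fat renin and chow renin, 5 of the 10 were called with the same sign (Dusp5, Gm6548, Gm5845, Gm4977 and AC124512.1), where the share of all genes called with that sign gives 1.22. The log2 fold change of Hk1 was -0.34 (SE 0.07, adjusted p 0.0499), that of Zfp35 0.61 (SE 0.11, adjusted p 0.0422) and that of mt-Nd3 0.53 (SE 0.09, adjusted p 0.0394). DESeq2 moved the count most, to 108 among the alternatives chosen beforehand. Leaving out any 1 of the 4 chow control libraries, or high-fat control replicate 5 or 6, gave 0 calls; leaving out high-fat control replicate 1, 2 or 3 gave 1, 3 or 2 calls, and leaving out replicate 4 gave 57. The clock score as a covariate left 0. Fabp3 did not pass, with a log2 fold change of 0.38 (adjusted p 0.0962, 0.016 without high-fat control replicate 4, 0.00437 to 1 over its alternatives).

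The comparison of high-fat renin with high-fat control addresses renin on the high-fat diet. By edgeR, 1696 genes were called, 923 higher and 773 lower, and 4025 had an unadjusted p under 0.05. With the clock score as a covariate 0 were called, and 1246 had an unadjusted p under 0.05. Without high-fat renin replicate 1, 2 or 5, 696, 931 or 785 were called. Under the naming rule Acta1 had the largest rise, a log2 fold change of 3.91 (SE 0.57, edgeR adjusted p 0.00106; 0.564 with the clock score, where alternatives ranged from 5.28e-11 to 0.564). Aqp8 (log2 fold change 3.05, adjusted p 0.00244) and Cilp (2.66, adjusted p 0.0117) followed. Falls included those of Cenpf (-1.69, adjusted p 0.00669) and Pfkfb1 (-1.52, adjusted p 0.00259). Myh7 and Nppa had log2 fold changes of 2.57 (adjusted p 0.00371) and 2.40 (adjusted p 0.024), and Nppb 2.01 (adjusted p 0.0217). Without high-fat renin replicate 1, 2 or 5, the adjusted p of Nppa was 0.0529 to 0.084. Without high-fat renin replicate 1, that of Nppb was 0.105. Under the clock score 0 of the 11 named genes of this comparison passed.

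The comparison of high-fat renin with chow renin, the diet effect under renin, gave 3440 calls by edgeR, 1491 higher and 1949 lower, and 5133 genes had an unadjusted p under 0.05. Of the lower calls, 1678 were of genes under 20 CPM. With the clock score 1574 were called. The largest falls were those of Kcnk10 (log2 fold change -3.11, adjusted p 8.42e-08), Areg (-2.82, adjusted p 3.33e-05) and Tnfsf11 (-2.61, adjusted p 5.69e-06). The largest rises under the naming rule were those of Gm10721, Gm10800 and Gm10801, whose reads are shared between near-identical copies and are uncertain (2.79, 2.78 and 2.75, adjusted p 0.00361, 0.00787 and 0.00619). The interaction gave 1589 calls, 478 higher and 1111 lower, and 3499 genes had an unadjusted p under 0.05. The clock score as a covariate left 1498 called. Saa3 measured 17.3 ± 0.828, 76.7 ± 3.06, 17.9 ± 1.10 and 15.6 ± 0.894 CPM (n = 4, 6, 6 and 5), an interaction of -2.35 (SE 0.08, edgeR adjusted p 2.11e-15). Grem1, Cxcl5, Cxcl3, Spp1 and Ptgs2 gave interactions of -2.49, -2.47, -2.21, -2.23 and -2.22 (adjusted p 9.65e-12, 9.65e-12, 1.08e-11, 1.08e-11 and 1.16e-11). The stimulated mesenchymal cell score was also raised in chow renin alone, at 1.77 against 0.72 in chow control, 0.41 in high-fat control and 0.47 in high-fat renin. Such interactions may reflect whatever set the chow renin libraries apart and need not be an effect of diet and renin on the heart. Acta1 and Xirp2 gave interactions of 3.04 (adjusted p 0.0145) and 1.72 (adjusted p 0.00337), and both passed with the clock score (adjusted p 0.0404 and 0.00723). Alternatives ranged from 0.00121 to 0.987 for Acta1 and from 6.28e-05 to 0.992 for Xirp2, each highest with the central nervous score as a covariate. The balance of higher and lower calls depended on the normalization. With upper-quartile factors, higher and lower calls were 554 and 754 in high-fat renin against chow control, 1625 and 264 in chow renin against chow control, 819 and 911 in high-fat renin against high-fat control, 844 and 2247 in high-fat renin against chow renin, and 281 and 1200 in the interaction.

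Across genes, which are not independent replicates, the log2 fold changes of renin on chow and on the high-fat diet had a Pearson r of 0.063 and a Spearman rho of 0.155, and 53.5% of the 2048 genes called on chow had the same sign. Over the 5561 genes of at least 20 CPM they were 0.192 and 0.276, with 71% of 514 calls of the same sign. The diet effects without and with renin had an r of 0.0152 and a rho of -0.00449, with 80% of 10 calls of the same sign. High-fat renin and chow renin shared 250 calls of the same sign against chow control, and 10 of opposite sign. High-fat renin and high-fat control shared 6, and chow renin and high-fat control shared 3. The correlations of high-fat renin with chow renin and with high-fat control were 0.39 and 0.586, against means of 0.592 and 0.593 in 10 simulations of unchanged groups with the same controls. Those simulations shared 0 calls, which is a weak reference for the 250, 6 and 3 shared calls, because unchanged counts also gave 0 calls in any single comparison when the fit was tested. With chow controls divided so that no library was shared, they had medians of 0.17 (0.136 to 0.2) and 0.145 (0.13 to 0.27) over 6 divisions, and the correlation with the sum of both had a median of 0.184 (0.155 to 0.253).

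Of 54 tests of 9 gene lists by 6 comparisons, 26 passed by camera. Of the 26, 16 passed by fry in the same comparison, and 0 passed with an estimated correlation, the alternative that moved the count most. In high-fat renin against chow control the hypertrophy list was higher (9 of 10 genes; 6 called over all genes, 6 adjusted over the list alone; camera adjusted p 3.56e-05) and so was the fibrosis list (22 of 23 genes; 9 called over all genes, 15 adjusted over the list alone; camera adjusted p 9.09e-12). The oxidative phosphorylation list was lower (77 of 79 genes; 17 called over all genes, 30 adjusted over the list alone; camera adjusted p 3.22e-16). The glucose use list was lower (8 called over all genes, 11 adjusted over the list alone, of 21) and so was the branched-chain amino acid and ketone use list (5 and 6 of 10). Fry gave all 5 of these. The lists of fatty acid oxidation, macrophage and inflammation, renin-angiotensin and unfolded protein response did not pass there by camera (adjusted p 0.353, 0.766, 0.294 and 0.480). Fry alone called 4 tests: renin-angiotensin in high-fat renin against chow control (fry adjusted p 0.0331) and against high-fat control (fry 0.00564, camera 0.0988), and macrophage and inflammation in chow renin against chow control (fry 0.0331, camera 0.676) and in high-fat renin against chow renin (fry 0.0237, camera 0.676). In high-fat renin against high-fat control 6 lists passed, and oxidative phosphorylation had 51 calls over all genes and 69 adjusted over the list alone, of 79. In high-fat control against chow control 6 lists passed by camera and 1 of them by fry, fatty acid oxidation, which had 0 calls over all genes and 15 adjusted over the list alone, of 26, with 23 genes higher. In that comparison 4 lists lost their call in fits without 1 library: oxidative phosphorylation (chow control 3, high-fat control 5 or 6; adjusted p 0.341 to 0.941), hypertrophy (chow control 3, high-fat control 4 or 6; 0.0679 to 0.357), unfolded protein response (chow control 1 or 3, high-fat control 2 or 6; 0.0558 to 0.178) and glucose use (chow control 2, high-fat control 3; 0.0655 to 0.0812). Glucose use in high-fat renin against high-fat control was lost in 6 such fits (high-fat control 1, 2, 4 or 5, high-fat renin 3 or 4; 0.0598 to 0.16). Fatty acid oxidation in high-fat renin against chow renin was lost in 6 (chow renin 1, 2, 3 or 5, high-fat renin 3 or 4; 0.0643 to 0.198). Chow renin against chow control gave 3, high-fat renin against chow renin 3 and the interaction 3. The interaction call of the fibrosis list was lost without chow control replicate 3 or high-fat control replicate 5 (adjusted p 0.0546 to 0.136), and that of the unfolded protein response list in 6 fits without 1 library (chow control 1 or 3, chow renin 2, high-fat control 6, high-fat renin 1 or 3; adjusted p 0.0509 to 0.0852).

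Of 24 tests of 8 marker scores against chow control, 0 passed an adjusted p of 0.05, and 4, all of clock scores in the renin groups, had an unadjusted p under 0.05. The clock day score differed by -0.24 in chow renin (exact permutation p 0.00476, adjusted p 0.0571), by -0.13 in high-fat control (exact p 0.0571, adjusted p 0.212) and by -0.41 in high-fat renin (exact p 0.00794, adjusted p 0.0635), where 0.00476 and 0.00794 are the smallest p allowed for 6 and 5 libraries against 4. The clock night score differed by 0.38, 0.16 and 0.42 (adjusted p 0.0571, 0.212 and 0.143). Atrial, adipose, blood, immediate early, B lymphocyte and sex scores had adjusted p of 0.212 or more. The second atrial list, chosen after the values were seen, had adjusted p of 0.584 or more, and the nervous and stimulated lists picked from these libraries differed by 1.99 and 2.06 in chow renin (each adjusted p 0.0196), which is not independent evidence.

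The deposited table of the authors' own comparison, whose reference group is not stated, had 1296 of 19096 genes under an adjusted p of 0.05. Of these, 615 were higher and 681 lower. For 2974 of the 19096 genes that table gave no adjusted p. Its log2 fold changes had an r of 0.729 across genes with those of high-fat renin against chow control and of 0.216, 0.311, 0.553, 0.312 and 0.105 with the other 5 comparisons. Of the 1265 calls in high-fat renin against chow control, 971 were called there with the same sign and 0 with the opposite sign.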

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

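The tests of peripheral nerve, spillover, macrophages, renin whatever the diet (both tests), variation between animals, the second atrial list, depth and atrial tissue against stress genes, pseudogenes, repeated diet calls, Nnt and the clock were chosen only after the results were seen.

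Among 292 groups of values, each of 1 measure in 1 study group, 27 held a library far from the others of its group, where chance gives about 14.6. The values below are the gap to the nearest library divided by the range of the group. The atrial score was highest in replicate 3 of chow control (0.968), high-fat control (0.805) and high-fat renin (0.753), and the adipose score in the same libraries (0.857, 0.762 and 0.776). Atrial tissue in the piece of heart taken may account for this: the 5 libraries above the gap in the atrial score, at 5.63 or more against 2.86 or less, were also the 5 highest in a second atrial list. As the cause of the calls in high-fat renin against chow control it was argued against, since 1539 genes were called with the atrial score as a covariate.

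High-fat renin replicate 1 was far from its group for the clock night score (0.811), Areg (0.919), Kcnk10 (0.83), Tnfsf11 (0.779), and, as the lowest, AC124512.1 (0.742), Gm10359 and Gm12671 (0.874 each). Chow control replicate 3 was far for Cilp (0.938) and, as the lowest, Eno3 (0.842) and Fabp3 (0.887). Others were chow control replicate 1 for Grem1 (0.858), chow renin replicate 2 for Cxcl5 (0.861) and Dpp6 (0.626), chow renin replicate 6 as the lowest for Acta1 (0.777), high-fat control replicate 4 for Bckdhb (0.730), high-fat control replicate 6 as the lowest for Myh6 (0.759), high-fat renin replicate 2 for Fabp3 (0.740) and replicate 4 for Col1a1 (0.723). Lowest in label checks were high-fat control replicate 6 for Uty (0.803) and Nnt (0.778) and chow control replicate 3 for Nnt (0.975). No biological explanation was tested for these.

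Nnt was low in high-fat control replicate 6, at 181 CPM against 539 or more in the other libraries. Reads assigned to the overlapping gene of the same name cannot be told apart from a lower level or another strain. The second gene was highest in that library, at 394 CPM, which accounts for part of the gap, and the sum of both, 576 CPM, stayed below the other 20 libraries (635 or more). Reads along the gene were not used here, so the strain of that animal was not tested.

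Stress genes varied between renin hearts. Against library depth, the stress score had a Spearman rho of -0.545 (two-sided permutation p 0.105) and a Pearson r of -0.527 (p 0.108; -0.248 without the 2 farthest libraries). Against the atrial score, rho was 0 (p 1) and r -0.1 (p 0.779; 0.0752 without the 2 farthest libraries). From these values, depth or atrial tissue in the piece taken cannot be told apart from differences between animals, because 11 hearts entered and the correlations moved when 2 libraries were left out.

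By an interaction test, the difference between renin and null vector groups was not the same on the high-fat diet as on chow for 24 of 58 named genes and 3 gene lists. The test does not show that renin was the cause, because nervous-tissue and stimulated mesenchymal cell transcripts were elevated in the chow renin libraries. In log2 fold change on the high-fat diet minus that on chow, the positive differences were Acta1 3.04, Aqp8 2.67, Xirp2 1.72, Rcan1 1.33, Col8a1 1.18, Tuba4a 0.78, Ace 0.67 and Hk1 0.44, and list medians were 1.35 for hypertrophy, 0.62 for fibrosis and 0.16 for the unfolded protein response. The negative differences were B3gat1 -2.82, Nrxn3 -2.78, Kcnk10 -2.58, Grem1 -2.49, Dpp6 -2.49, Fosl1 -2.48, Cxcl5 -2.47, Saa3 -2.35, Spp1 -2.23, Ptgs2 -2.22, Cxcl3 -2.21, Areg -2.11, Tnfsf11 -1.88, Lox -1.85, Dusp5 -0.85 and Zfp35 -0.65. The interaction counted 1589 genes, and 1 of 100 splits of the libraries, the real one, gave as many.

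The negative differences were mostly of genes raised in chow renin, together with transcripts of nervous tissue. Tables argue against several explanations. Thinning to the smallest depth gave 1849 calls in chow renin against chow control, 1793 of them shared with the 2048, and removal of GC content and length trends gave 2042, of which 1848 were shared. The median log2 fold change of the central and stimulated genes, 1.86, was 1.83 and 1.87 under these alternatives. Peripheral nerve is argued against by genes of central neurons, oligodendrocytes and astrocytes, which had a median log2 fold change of 2.20 (25 of 25 higher, 23 called) while the peripheral neuron score differed by -0.13. The Schwann cell score differed by 0.78, so a smaller share from nerve sheath is not excluded by these values. Resident macrophage genes, with a median of -0.26 (1 of 13 higher), argue against a rise of resident macrophages. They cannot decide on an influx of other macrophages, which that list does not cover. In chow renin against chow control the macrophage and inflammation list gave no clear answer: 6 of 20 genes were higher and 5 were called (fry adjusted p 0.0331, camera adjusted p 0.676). Renin or its vector whatever the diet is argued against, for the central and stimulated genes, by their median of -0.081 in high-fat renin against high-fat control. In each of the central neuron, oligodendrocyte, astrocyte and stimulated mesenchymal cell lists the 6 chow renin libraries lay above all 15 others (central neurons at 2.35 or more against 1.43 or less). These lists were chosen after the values were seen, so they cannot decide on variation between animals that does not follow the group. Within the high-fat groups their genes had a median SD between animals of 0.468 on the log2 scale, against 0.419 for random lists matched on level (percentile 90.2). Spillover from libraries of central nervous tissue may explain the nervous part: list medians were 2.23, 2.24 and 1.85, a gap of 0.38. That explanation was not tested against other libraries, which were not used here. A difference that all chow renin animals or libraries shared, such as renin on chow, which the design names, remains open and was not tested.

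The proliferation list was also higher in chow renin, by a median of 1.43. Renin or its vector whatever the diet may explain this part: the same genes had a median of 0.846 in high-fat renin against high-fat control, with 8 of 8 higher and 6 called. Against chow control, the proliferation score of high-fat renin differed by 0.89 (exact p 0.0476, adjusted p 0.143). Cenpf, a cell cycle gene outside the list, fell in high-fat renin against high-fat control (log2 fold change -1.69). The rule for this test was set after its values were seen.

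The 10 calls of high-fat control against chow control had 50% pseudogenes, 3 of 7 with a mean of at least 50 counts. Reads shared with parent genes or between copies cannot be told apart from a change of these genes, because estimated counts alone do not show where shared reads came from. A grouping by chance is argued against for part of the calls. Dusp5, Gm5845, Gm4977 and AC124512.1, 4 of the 10, were also called lower in high-fat renin against chow renin, with no overlap between those groups, and lay lower in all 11 high-fat libraries than in all 10 chow libraries. The 3 pseudogenes among them may share reads and so need not be independent. Gm6548 was called there too, with overlap. For the other 5 a grouping by chance remains open, since 6 of 100 splits of the libraries gave as many calls. Of the 5 splits beside the real one, 3 lay near the real grouping or its mirror image (13, 13 and 19 of 21 libraries kept). Other splits with 13 or 19 kept gave 0 calls, apart from a split with 13 kept that gave 6.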

How the results depend on the processing

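The alternatives with a mean of at least 20 CPM, effective length offsets, thinned depth, mitochondrially encoded genes left out and the central nervous score were chosen only after the results were seen; the others were chosen before. No named gene reversed its direction in any alternative run, and no called gene list did in the alternatives run for lists. The cause was not tested for any change below, except that fewer genes or libraries, a smaller fit or a stricter threshold is part of the alternative.

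High-fat renin against chow control counted 1265 genes. It rose to 1989 with limma voom and fell to 803 with only the groups of the comparison in the fit, 0 with the clock day score as a covariate (668 at an unadjusted p under 0.05), 12 with glmTreat at 1.5-fold and 380 at an adjusted p under 0.01. Leaving out 1 library gave 566 (without chow control replicate 4) to 1723 (without high-fat renin replicate 4).

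Chow renin against chow control counted 2048. It was 3257 with limma voom, 1073 with a mean of at least 50 counts, 1172 with the clock day score, 907 with glmTreat, 1299 at an adjusted p under 0.01, 191 with a mean of at least 20 CPM and 42 with the central nervous score. Without 1 library it was 1512 to 2268.

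High-fat control against chow control counted 10. It was 108 with the DESeq2 Wald test, 5 with limma voom, 5 with only the groups of the comparison, 0 with the replicate block and 0 with the block and GC offsets, 5 with GC and length offsets, 4 with the atrial score, 0 with the clock day score, 0 with glmTreat, 0 at an adjusted p under 0.01, 2 with effective length offsets, 3 with a mean of at least 20 CPM and 117 with the central nervous score. At an unadjusted p under 0.05 it counted 1668. Leaving out 1 library gave 0 (without each chow control library or high-fat control replicate 5 or 6) to 57 (without high-fat control replicate 4).

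High-fat renin against high-fat control counted 1696. It was 549 with only the groups of the comparison, 0 with the clock day score (1246 at an unadjusted p under 0.05), 12 with glmTreat, 542 at an adjusted p under 0.01 and 1067 with effective length offsets. Leaving out 1 library gave 696 (without high-fat renin replicate 1) to 2394 (without high-fat renin replicate 4).

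High-fat renin against chow renin counted 3440. It was 2124 with a mean of at least 50 counts, 1574 with the clock day score, 1021 with glmTreat, 2022 at an adjusted p under 0.01, 954 with a mean of at least 20 CPM and 41 with the central nervous score. Without 1 library it was 2473 to 3667. The interaction counted 1589, and 899 with a mean of at least 50 counts, 705 with glmTreat, 903 at an adjusted p under 0.01, 169 with a mean of at least 20 CPM and 30 with the central nervous score. Without 1 library it was 1220 to 1951.

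The correlation of renin effects on chow and the high-fat diet, 0.063, was 0.191 with a mean of at least 20 CPM, and 0.0193 to 0.108 without 1 library. That of diet effects, 0.0152, lay near 0 and changed sign. It was -0.0696 with a mean of at least 50 counts and 0.0859 with a mean of at least 20 CPM. It was -0.0084 with a prior count of 2 in the fold changes and -0.0116 to 0.0619 without 1 library. The similarity of high-fat renin to high-fat control, 0.586, was 0.346 with a mean of at least 20 CPM, and 0.524 to 0.729 without 1 library; that to chow renin was 0.335 to 0.53. Shared calls of high-fat renin and chow renin, 250, were 157 with a mean of at least 50 counts and 56 with at least 20 CPM. Those of high-fat renin and high-fat control, 6, were 60 with DESeq2 and 2 with at least 20 CPM, and those of chow renin and high-fat control, 3, were 20 and 1. Gene list tests passed, 26, were 0 with camera at an estimated correlation and 21 (without high-fat control replicate 6) to 28 without 1 library. The first component held 29.64% of the variance with all tested genes against 23.71%.

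For named genes, 1267 of 1484 values of other alternatives stayed the same and 15 were stronger, the rest weaker; without 1 library 744 of 880 stayed, 131 were weaker and 5 stronger. For gene lists, 92 of 130 stayed and 38 were weaker; without 1 library 265 of 297 stayed and 32 were weaker. Replicate numbers did not in general pair the samples. Of 28 pairs of libraries with the same number in different groups, 11 had a correlation above 0.1. The range was -0.226 to 0.421, with a median of 0.0774. Replicate 3 was an exception: all its pairs lay at 0.22 to 0.421, above all other pairs. Replicate 3 of each group was among the 5 libraries with a high atrial score (6.42, 5.63, 6.39 and 6.01 in chow control, chow renin, high-fat control and high-fat renin).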

Other observations

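Of the tests below, the 2 of the clock were chosen only after the results were seen.

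Time of day at collection, read from clock genes, cannot be told apart from the effect of the groups in the comparisons of high-fat renin with chow control and with high-fat control. With the clock day score as a covariate, fold changes of called genes had slopes of 0.702 and 0.725 on those without it, 98.5% and 99.8% kept their sign, and standard errors rose by median ratios of 1.86 and 1.55. The score differed by -0.41 and -0.28, and 73.7% of its variance lay between groups. Within groups, 84.1% and 81.5% of called genes followed the score, against 57.6% of genes not called in each comparison. The slopes argue that most of the size of the changes remained, and the genes that follow the score within groups argue the other way. A clock changed by the diet or by renin, which the design names, was not tested. Collection times were not used here. The coding of these 2 tests was settled after their values were seen: on the slopes alone both would have argued against time of day.

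The number of genes called was compared with other splits of the same libraries. As many genes were called in 2 of 100 splits, the real one included, for high-fat renin against chow control, and in 1 of 100 for chow renin against chow control, for high-fat renin against high-fat control, for high-fat renin against chow renin and for the interaction. It was 6 of 100 for high-fat control against chow control. The median of the other splits was 0 in each comparison, and their most was 1443, 596, 1295, 1529, 338 and 325 in that order. Most of these highest splits were no ordinary ones. Those of 1443, 596 and 338 calls lay near a mirror image of the real grouping, with 13, 13 and 3 of 21 libraries kept in their group. Those of 1295 and 1529 (high-fat renin against high-fat control and against chow renin) lay near the real grouping, with 19 kept. Against chow renin, another split with 19 kept gave 1292 calls and a further split with 19 kept gave 1. The remaining splits with 19 kept gave 0 calls in both of these comparisons. Closeness to the real grouping thus does not account for such counts alone. The split of 325 calls kept 15. The second of the 2 of 100 was that of 1443 calls.

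By camera, the hypertrophy and fibrosis lists were higher in high-fat renin than in both null vector groups. The interaction of the hypertrophy list had a median of 1.35. Against chow control, 6 of 10 and 9 of 23 genes of these lists were called over all genes. Nppa, Nppb, Col1a1 and Col3a1 did not pass there. These changes may reflect the combination of diet and renin, as a hypothesis only: with the clock day score as a covariate 0 genes were called in either comparison, and chow renin, on which the interaction rests, carried nervous-tissue transcripts. Total depth alone is argued against, although depth and group were confounded for chow control: thinned to the smallest depth, 1179 genes were called in high-fat renin against chow control (1099 shared with the 1265) and 1456 in the interaction (1380 shared with the 1589). Acta1 and Xirp2 kept their interaction calls with the clock score, at 2.71 and 1.60, and lost them with the central nervous score, where the interaction of Acta1 kept its size at 3.02 and that of Xirp2 fell to 0.42 (adjusted p 0.987 and 0.992, in ranges over alternatives of 0.00121 to 0.987 and 6.28e-05 to 0.992).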
